A study of Homo sapiens with 12 samples. Its data were reported in "Cell type- and factor-specific nonsense-mediated RNA decay" (2025).

How the data were processed

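Gene expression was measured by bulk RNA-seq in 12 libraries of H9 human ESCs, 6 Ctrl and 6 UPF3B-KO. Per the labels and the methods of the study, total RNA was depleted of ribosomal RNA, libraries were made with a SMART-Seq kit and sequenced as paired ends, and reads were aligned to GRCh38 with STAR. The authors then summed exon counts per gene with featureCounts, and the deposited values are raw counts with no normalization. Whether counting used the strand of reads is not stated, so overlapping and antisense genes are uncertain. The deposited table also gives the summed exon length of each gene, which was not used to scale counts. All 12 count columns were used, and each was assigned to its library through its name and label. The table held no line without a gene. Groups and replicate numbers were taken from the labels.

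Genes were matched to GENCODE 44 by Ensembl identifier for symbols and classes, and 61398 of 61551 matched. Coordinates are those of the deposited table. GC content and shared sequence were computed on the longest GENCODE transcript of each gene. Shared sequence is the percentage of a transcript's 31-base sequences found in the longest transcript of another gene with counts, and 20% was the limit for calling a count uncertain.

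Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, after the methods of the study. Size factors were medians of ratios, and the design held the group alone. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change above 1 in size, with independent filtering at the default alpha of 0.1. This gave 25396 genes with an adjusted p, while 15393 were removed by the filter and 1 by the Cook's distance filter of the software. Those genes have no adjusted p and enter no count. Fold changes are the unshrunken estimates. Lists of genes were fixed before the data were examined and were counted at an adjusted p under 0.05, over all genes and over the list alone. CPM have their standard meaning, with the total count of the library as the denominator.

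Alternatives fixed before the data were examined were edgeR 4.0.16 (quasi-likelihood test with TMM factors), DESeq2 with TMM factors, a filter of at least 10 counts in at least 6 libraries, no independent filtering, an adjusted p of 0.05, a 1.5-fold threshold, a test against a log2 fold change of 1, the replicate number as a block, protein-coding genes only, replicates 1 to 3 or 4 to 6 alone, and each library left out in turn. Alternatives chosen after seeing the data were independent filtering at an alpha of 0.01, counts corrected for GC content, genes with under 20% shared sequence, windows of 15 genes, and windows of 25 genes with either of those changes. The GC correction divided counts by the median ratio to the mean of a gene in 20 bins of GC content per library, taken over genes with a mean count of at least 50.

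Gene sets were tested on log2 CPM with a prior count of 2, with fry and camera of limma 3.58.1. Camera was run with a preset correlation of 0.01 and with an estimated one. Principal components were computed on variance-stabilized counts of 500 genes. The interaction of group with the 2 sets of replicate numbers was tested in DESeq2. Windows of 50 neighbouring genes with a mean count of at least 50 were compared with 1000 permutations of gene order over the genome, by the largest absolute median. For the lowered region on chromosome 8, the region was grown from the middle gene of the lowest window of 25 genes while the running median of 7 genes stayed below 0.5 times the median of that window, a rule written after the values were seen. Values per library for regions are medians over genes of the log2 normalized count, with a pseudocount of 0.5, minus the Ctrl mean. Single values were compared between groups of 6 with exact two-sided permutation tests. Guide sequences of the methods were matched to GRCh38 with up to 4 mismatches next to an NGG motif.

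Genes named in the text followed a rule fixed before the data were examined. It covered the genes of the lists, the 8 largest increases and decreases among called genes with a symbol, a mean count of at least 100, complete separation of the groups and a call in both sets of replicates, the 5 genes with the smallest adjusted p in each direction, and the 5 highest-expressed genes in each of up to 3 windows. Other genes are marked in the text as named after their values were seen. The result of 1 gene is not reported here.

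The fits were tested on simulated counts for 40790 genes, 200 of which were changed by 1.5 on the log2 scale. The changed genes had a mean count of at least 50. Libraries were drawn independently with a spread set by the mean count, without clones or an outlying library. The simulation therefore does not show how well calls hold for genes with lower counts or for libraries of a group that differ. DESeq2 recovered 200 of 200 with 1 false call, edgeR recovered 200, DESeq2 with 3 against 3 libraries recovered 190, and the DESeq2 interaction recovered 176. The set tests, the window scan and the guide search were also tested on simulated data. Library totals ranged from 58964015 to 80239070 counts. Intervals on shares are exact binomial intervals at 95% and cover counting error only, since genes and PCR-amplified reads are not independent. Transcript isoforms were not analysed here, because the counts are per gene.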

Results

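RNA-seq was performed on 12 libraries of H9 cells, an established human embryonic stem cell (ESC) line, to ask which genes change in expression when UPF3B, a factor of nonsense-mediated RNA decay (NMD), is lost. NMD is the pathway that degrades transcripts with a stop codon in certain contexts. There were 6 control (Ctrl) libraries and 6 UPF3B-knockout (UPF3B-KO) libraries, and the knockout was made with CRISPR-Cas9. The labels number the replicates 1 to 6 in each group and do not name the knockout clone of a library. The study describes 2 knockout clones with 3 replicates each. The tests here treat the 6 UPF3B-KO libraries as independent, so their p-values and the SDs need not hold for other clones. The total count of Ctrl replicates 1 to 6 was 80239070, 65434336, 58964015, 68680243, 66543097 and 66586555, and that of UPF3B-KO replicates 1 to 6 was 77399857, 66538289, 68324066, 64365163, 76038698 and 65286648. Of the 61551 genes in the count table, 40790 had at least 1 count. No pair of libraries of the same group agreed within sampling noise, since the lowest chi-square per degree of freedom was 3.17.

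UPF3B was the first gene examined, because its level checks the labels. UPF3B (ENSG00000125351, chromosome X, 119805311 to 119852998, GRCh38) had a level of 50.7 ± 2.11 CPM (counts scaled by the library total, SD, n = 6) in Ctrl and 21.97 ± 2.42 CPM (SD, n = 6) in UPF3B-KO. The log2 fold change was -1.22 (SE 0.07, DESeq2 adjusted p = 2.97e-67), and all 6 UPF3B-KO libraries were below all 6 Ctrl libraries. The estimate ranged from -1.28 to -1.19 when each library in turn was left out. It was -1.05 in replicates 1 to 3 and -1.39 in replicates 4 to 6, which was the alternative that moved it most. The 2 guide RNAs matched GRCh38 without a mismatch at X, 119852188 to 119852207, and at X, 119851618 to 119851637. The expected cuts lie 570 bp apart and flank exon 2 of the canonical transcript, which is 107 bp long and makes up 3.47% of the exon bases of the gene. UPF3A, the paralog of UPF3B (ENSG00000169062, chromosome 13, 114281601 to 114305817), rose from 40.6 ± 1.43 to 69.1 ± 2.92 CPM (SD, n = 6 each; log2 fold change 0.76, SE 0.04, DESeq2 adjusted p = 7.96e-79). The neighbours of UPF3A were also higher in UPF3B-KO, as given with the chromosomal regions.

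**Figure D1:**
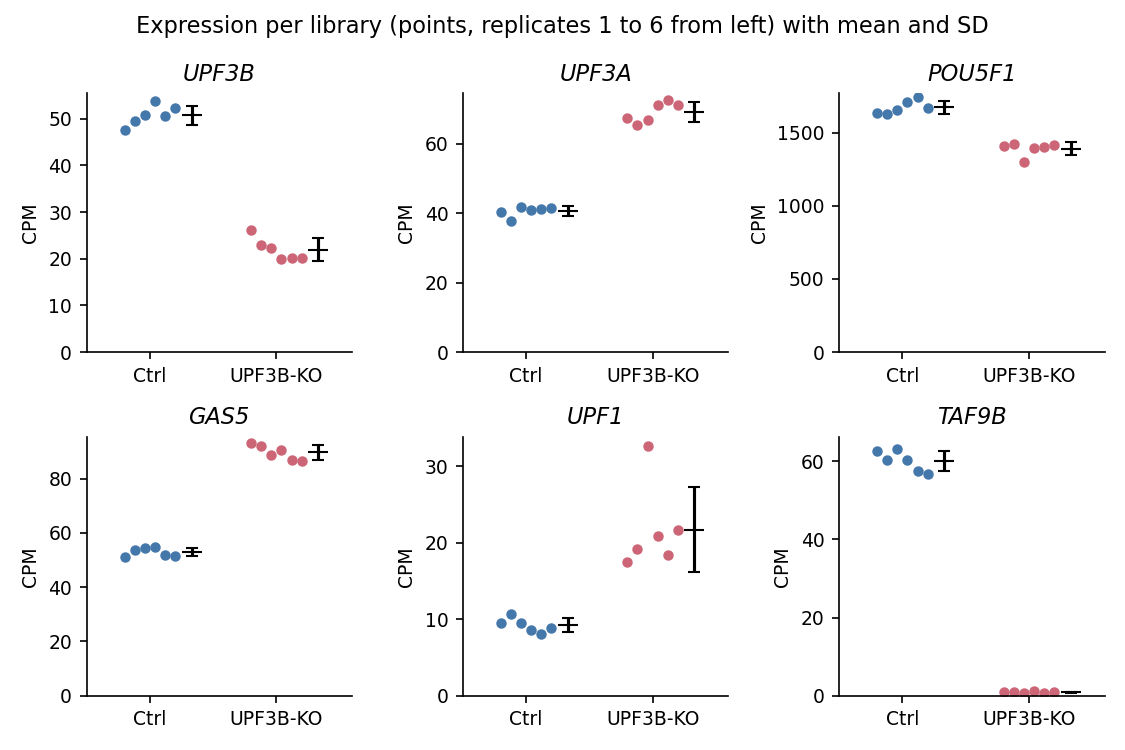
Level (CPM, y axis, from 0) of 6 genes in each Ctrl and UPF3B-KO library, with points for replicates 1 to 6 from left to right and the mean with SD beside them. UPF3B and TAF9B were lower in all 6 UPF3B-KO libraries, and UPF1 was highest in UPF3B-KO replicate 3, at 32.6 CPM.

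The libraries were compared by principal component analysis of the 500 most variable genes, on variance-stabilized counts. The first component held 72.6% of the variance and the second 21.8%. All UPF3B-KO libraries lay above all Ctrl libraries on the first component (exact two-sided permutation p = 0.00216, the smallest that 6 against 6 allows). With 2000 genes the first component held 70.3%, and with log2 CPM it held 53.6%, which was the largest shift. Among the UPF3B-KO libraries, replicates 4 to 6 had a mean of 17.9 on the first component and replicates 1 to 3 a mean of 1.63, against -9.76 in Ctrl. With log2 CPM these means were 37.0, -7.75 and -14.6. The first component thus parts the UPF3B-KO libraries from each other as well as from Ctrl, and its share of variance is not an effect of the knockout alone. Hierarchical clustering into 2 clusters parted the 6 Ctrl from the 6 UPF3B-KO libraries, and into 3 clusters gave the 6 Ctrl libraries, UPF3B-KO replicates 1 to 3, and UPF3B-KO replicates 4 to 6.

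**Figure D2:**
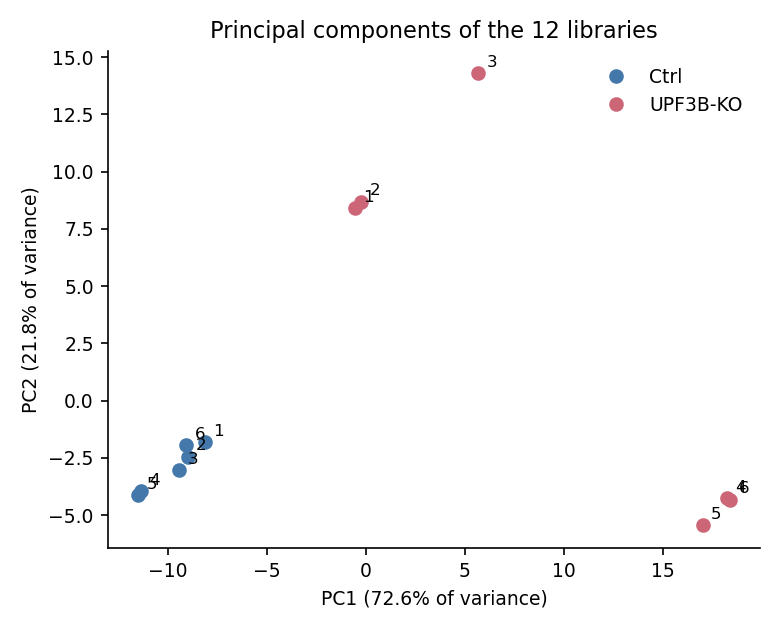
Principal components of the 12 libraries over the 500 most variable genes, with the share of variance on each axis and replicate numbers beside the points. UPF3B-KO replicates 1 to 3 and 4 to 6 lie apart, and replicate 3 lies apart from replicates 1 and 2.

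Genes were called differentially expressed at an adjusted p under 0.01 and a change of more than 2-fold, the thresholds of the study. Loss of UPF3B was asked to show whether more genes rise than fall. Of 25396 genes with an adjusted p, 392 were upregulated and 216 were downregulated in UPF3B-KO. Upregulated genes made up 64.5% of the 608 called genes (exact binomial 95% confidence interval 60.5 to 68.3%), an interval that treats genes as independent, which they are not. The counts depended most on how the fold-change threshold was applied: a test against a log2 fold change of 1 itself gave 19 upregulated and 18 downregulated genes, a share of 51.4%. Without a threshold on size, 3670 genes were higher and 2996 were lower at an adjusted p under 0.01. Among genes with a mean count of at least 50, 28.1% of 15286 had all 6 UPF3B-KO libraries on one side of all 6 Ctrl libraries, where chance gives 0.216%.

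The called genes differed by annotation class. Of 15813 protein-coding genes tested, 206 were upregulated and 132 downregulated. Of 5093 long noncoding RNA genes, 120 were upregulated and 60 downregulated. Of 898 unprocessed pseudogenes, 43 (4.79%) were upregulated and 8 downregulated. Among the upregulated genes, 25.3% shared at least 20% of the 31-base sequences of their longest transcript with another gene, against 22.5% of all genes tested and 12.96% of the downregulated genes. Counts of such genes are uncertain, because reads can be split between copies. Protein-coding genes with an annotated NMD transcript were called upregulated less often than others, with 68 of 6949 (0.979%) against 138 of 8864 (1.56%; Fisher's exact test, two-sided, p = 0.00144). They were also called downregulated less often (0.547% against 1.06%).

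The genes named here were chosen by a rule fixed before the data were examined. It required a mean count of at least 100, complete separation of the groups, and a call both in replicates 1 to 3 and in replicates 4 to 6. By this rule 55 upregulated and 16 downregulated genes qualified. The 8 largest increases were in MYH14, LINC01036, GBX2-AS1, CGAS, CROCCP2, ARC, SEPTIN7P2 and CEBPZOS, with log2 fold changes from 3.41 for MYH14 to 1.72 for CEBPZOS. MYH14 (chromosome 19, 50188186 to 50310542) rose from 0.479 ± 0.203 to 5.19 ± 1.01 CPM (SD, n = 6 each). CROCCP2 and SEPTIN7P2 are pseudogenes that share 38.9% and 55.6% of their 31-base sequences with other genes, so their counts are uncertain. The 8 largest decreases were in TAF9B, MIR924HG, LINC02506, PCDHB5, LINC01844, ZNF562, SMIM24 and CTSK.

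TAF9B (ENSG00000187325, chromosome X, 78129748 to 78139650) fell from 60.05 ± 2.61 to 0.846 ± 0.170 CPM (SD, n = 6 each), a log2 fold change of -6.16 (SE 0.09). Its level in UPF3B-KO was 71.7-fold lower, and the change was -6.28 in replicates 1 to 3 and -6.04 in replicates 4 to 6. MIR924HG (chromosome 18, 39206917 to 39800322) changed by -4.91 (SE 0.22, DESeq2 adjusted p = 5.92e-105), from 5.44 ± 0.965 to 0.183 ± 0.077 CPM (SD, n = 6 each).

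The 5 increases with the smallest adjusted p were in EIF5, NECTIN3-AS1, DCUN1D2, PHETA2 and SBDSP1. EIF5 (chromosome 14, 103333544 to 103345025) rose from 254.8 ± 10.2 to 516.1 ± 8.61 CPM (SD, n = 6 each; log2 fold change 1.01, SE 0.03, DESeq2 adjusted p = 1.42e-217). The 5 decreases with the smallest adjusted p were in TAF9B, RAD21, EIF3E, LINC01844 and EIF3H. RAD21, EIF3E and EIF3H lie near each other on chromosome 8 and changed by -0.83, -0.80 and -0.76, so they were not past the 2-fold threshold.

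Established NMD targets were examined because loss of an NMD factor is asked to raise them. Of 7 such RNAs, 4 were upregulated at an adjusted p under 0.05, and 5 were when adjusted over the list alone. The 4 were GAS5 (log2 fold change 0.75, SE 0.03, DESeq2 adjusted p = 4.08e-105), RP9P (0.56, SE 0.16, adjusted p = 0.00164), SMG5 (0.22, SE 0.05, adjusted p = 0.000169) and ATF4 (0.13, SE 0.03, adjusted p = 9.3e-06). DDIT3 changed by 0.24 (DESeq2 adjusted p = 0.085), CARS1 by -0.06 (adjusted p = 0.139) and GADD45B by -0.02 (adjusted p = 0.951). None of the 7 passed the 2-fold threshold. In replicates 1 to 3 alone, 1 of the 7 was upregulated, and in replicates 4 to 6 alone 5 were. RP9P and ATF4 share 38.3% and 35.6% of their 31-base sequences with other genes.

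The genes of the NMD machinery were examined because NMD can act on the transcripts of its own factors. Of 18 factor genes, 14 were upregulated and 1, NBAS, was downregulated at an adjusted p under 0.05. Adjusted over the list alone, 14 were upregulated and 2 downregulated. The median log2 fold change was 0.29. UPF1 (chromosome 19, 18831959 to 18868230) rose from 9.20 ± 0.906 to 21.7 ± 5.56 CPM (SD, n = 6 each; log2 fold change 1.23, SE 0.13, DESeq2 adjusted p = 1.69e-18), and was the 1 factor gene past the 2-fold threshold. UPF2 changed by 0.60, SMG1 by 0.68, DHX34 by 0.77 and EIF4A3 by 0.71. The number of upregulated factor genes was 10 in replicates 1 to 3 alone and 11 in replicates 4 to 6 alone.

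**Figure D3:**
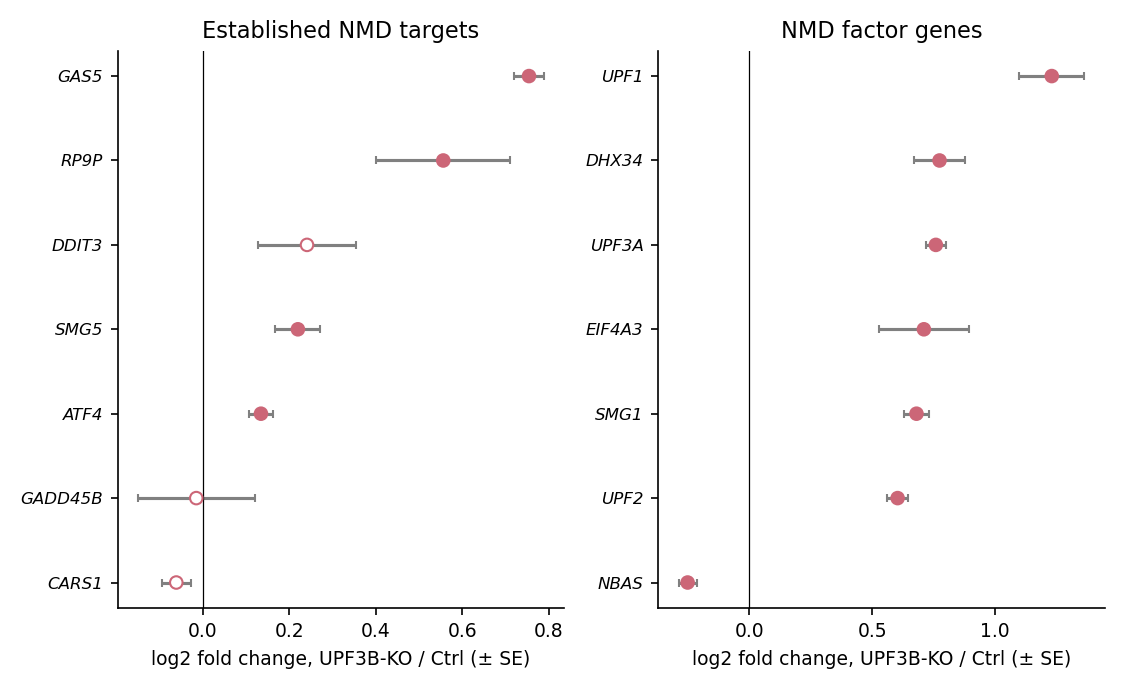
Log2 fold change of UPF3B-KO against Ctrl (x axis, with SE bars) for 7 established NMD targets and 7 of the 18 NMD factor genes. Filled points have an adjusted p under 0.05, which holds for 4 upregulated targets and the 7 factor genes shown, of which NBAS was the 1 downregulated.

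Pluripotency was examined through 3 genes, none of which passed the 2-fold threshold. At an adjusted p under 0.05, without a threshold on size, all 3 had changed. NANOG changed by -0.23 (SE 0.06, DESeq2 adjusted p = 0.0002), POU5F1 by -0.28 (SE 0.03, adjusted p = 2.53e-16) and SOX2 by 0.33 (SE 0.08, adjusted p = 0.000179). POU5F1 was 1673 ± 46.7 CPM in Ctrl and 1390 ± 46.5 CPM in UPF3B-KO (SD, n = 6 each). NANOG and POU5F1 share 39.2% and 43.1% of their 31-base sequences with other genes, which include pseudogenes.

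Gene sets were tested with fry, a rotation test, with adjustment over 6 sets. The established NMD targets were higher in UPF3B-KO (adjusted p = 3.98e-07, 6 of 7 genes higher, median log2 fold change 0.22). The NMD factor genes were higher (adjusted p = 2.35e-09, 15 of 18 genes higher). Genes that host small nucleolar RNAs were higher (adjusted p = 1.6e-08, 19 of 28 genes higher, median 0.24). Among the 12 fits that each left out 1 library, that median was 0.228 to 0.259 in the 5 fits with the same number of genes, 28, and 0.099 to 0.180 in the 7 fits in which 29 genes passed the count filter. In those 7 fits it was 0.099 without UPF3B-KO replicate 5, 0.130 without Ctrl replicate 5, 0.134 without Ctrl replicate 6, 0.138 without Ctrl replicate 3 or UPF3B-KO replicate 4, 0.139 without UPF3B-KO replicate 6, and 0.180 without UPF3B-KO replicate 3. Genes of the SR splicing factor family were lower as a set (adjusted p = 0.00133, 10 of 14 genes lower, median -0.05). By DESeq2, 6 were lower and 3 higher at an adjusted p under 0.05, with log2 fold changes from -0.26 to 0.83. That result therefore joins opposite changes. Genes of the integrated stress response did not pass over all libraries (adjusted p = 0.776), but were lower in replicates 1 to 3 (adjusted p = 0.00196, 5 of 14 genes higher) and higher in replicates 4 to 6 (adjusted p = 0.000307, 10 of 14 genes higher). Over all libraries, protein-coding genes with an annotated NMD transcript did not pass either (adjusted p = 0.0505). Under camera, a competitive test with a preset correlation, the calls for targets (0.0256), factors (3.52e-05) and small nucleolar RNA hosts (0.00107) held and the call for SR factors did not (0.244). With an estimated correlation the call for factors held (0.0052) and the others did not.

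The remaining lists were tested apart from these 6 sets, with fry and adjustment over 7 lists. Of the germ layer markers, OTX2 was the 1 neuroectoderm gene with enough counts for the set test, and it changed by -0.58 (SE 0.06, DESeq2 adjusted p = 2.32e-20). SIX3, also a neuroectoderm marker, was among the called upregulated genes (DESeq2 adjusted p = 0.0058), at a mean count of 4.87, and 9 of its 12 libraries had at most 3 counts, so no fold is given. The 3 mesoderm markers with enough counts did not pass (adjusted p = 0.115). The 2 endoderm markers with enough counts, FOXA2 and CER1, were lower (adjusted p = 0.000541). CER1 alone did not pass (DESeq2 adjusted p = 0.128). Genes of a region at 20q that is often gained in ESC lines were higher (adjusted p = 0.000125, 5 of 6 genes, median 0.22), and TPX2, the exception, was lower. The 3 tested genes of X inactivation did not pass (adjusted p = 0.051), nor did 9 genes with known NMD isoforms (adjusted p = 0.417). Of those 9 genes, 4 were higher and 3 lower at a DESeq2 adjusted p under 0.05, so that result joins opposite changes. In the fry test that ignores direction, the 9 genes passed (adjusted p = 6.6e-06). The mesoderm, X inactivation, endoderm (adjusted p = 0.425) and pluripotency (adjusted p = 0.0948) lists did not. The 3 pluripotency genes passed the directional test (adjusted p = 0.0004, 2 of 3 lower).

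The study used more than 1 knockout clone, so the effect was estimated separately in 2 disjoint sets of libraries, replicates 1 to 3 and replicates 4 to 6 of both groups. These sets follow the replicate numbers of the labels. In replicates 1 to 3, 145 genes were upregulated and 104 downregulated. In replicates 4 to 6, 650 were upregulated and 337 downregulated. Of the 249 genes called in replicates 1 to 3, 135 (54.2%, exact 95% confidence interval 47.8 to 60.5%) were called in the same direction in replicates 4 to 6. Of the 987 genes called in replicates 4 to 6, 135 (13.7%, interval 11.59 to 15.98%) were called in the same direction in replicates 1 to 3. A further 8 genes were called in opposite directions. The alternative that moved the first share most asked for the same direction and an adjusted p under 0.05 in the other set, which gave 73.5%. Across 15286 genes with a mean count of at least 50, which are not independent replicates, the log2 fold changes of the 2 sets had a Pearson correlation of 0.57 and a Spearman correlation of 0.67.

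The difference between the 2 sets was tested with an interaction term. The change between Ctrl and UPF3B-KO differed in 361 genes at an adjusted p under 0.01 and a difference of more than 2-fold, of which 222 were higher in replicates 4 to 6. With edgeR the number was 273. The effects of 204 of the 361 genes had opposite signs in the 2 sets. Of the 608 genes called over all libraries, 93 (15.3%) were among the 361. The genes with the smallest adjusted p, named after their values were seen, were CSRP1, RAB17, SCGB3A2, MT1X and LNCPRESS1. CSRP1 had a mean of 23.9 ± 2.18 CPM in Ctrl (SD, n = 6), 54.3 CPM in UPF3B-KO replicates 1 to 3 and 0.419 CPM in UPF3B-KO replicates 4 to 6.

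**Figure D4:**
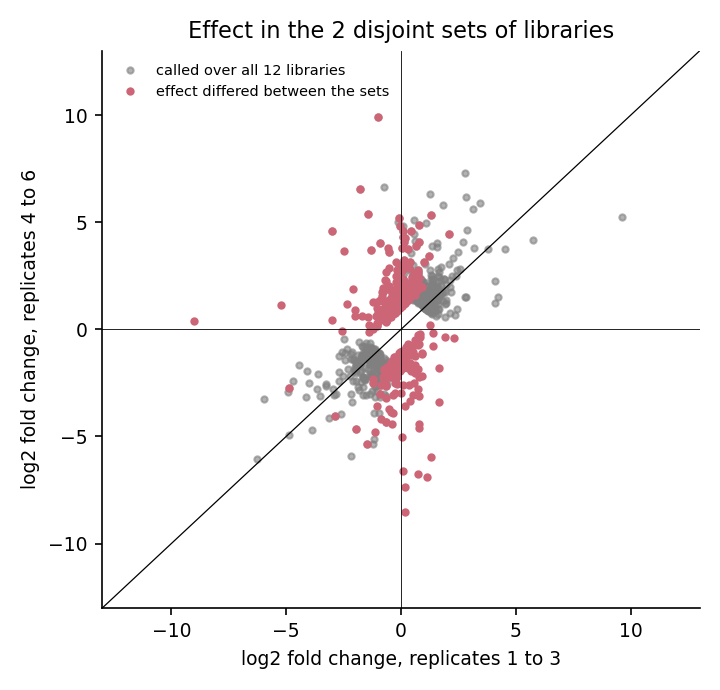
Log2 fold change of UPF3B-KO against Ctrl in replicates 1 to 3 (x axis) and in replicates 4 to 6 (y axis) for genes called over all 12 libraries (grey) and genes whose effect differed between the sets (red). Of the 361 genes whose effect differed, 204 had opposite signs.

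Cloned cell lines can differ in copy number, so the median log2 fold change of 50 neighbouring genes was scanned along each chromosome, over 15249 genes with a mean count of at least 50. The strongest window was on chromosome 5, 140558268 to 142154440, with a median of 0.39 (permutation of gene order, p = 0.001, the smallest that 1000 permutations can give). It holds the protocadherin clusters, and 25 of its 50 genes share at least 20% of their 31-base sequences with other genes. The highest-expressed genes of the window, TAF7, GNPDA1, SLC35A4, HDAC3 and IK, changed by -0.11, 0.20, -0.10, 0.32 and -0.19. The next windows were on chromosome 9, 135623648 to 138253217 (median 0.34), and on chromosome 15, 78540405 to 84516814 (median 0.32). On chromosome 9 the highest-expressed genes, TUBB4B, PMPCA, EDF1, TRAF2 and MAN1B1, changed by -0.081, -0.123, -0.004, 0.304 and -0.024. Those on chromosome 15, MORF4L1, PSMA4, ZFAND6, ENSG00000237550 and MESD, changed by -0.151, -0.116, -0.155, -0.084 and 0.103. Most of these genes did not share the raised median of their window. In all, 126 of 14122 overlapping windows were above the 95% limit of the permutations and none was below it with all 12 libraries. With windows of 25 genes, 34 were above and 14 below the limit. The setting with genes of under 20% shared sequence, added after the data were seen, gave a window on chromosome 8 as the strongest, with a median of -0.63. The strongest window also differed in other settings. It was on chromosome 16 with windows of 100 genes (median 0.26), on chromosome 19 with the mean in place of the median (mean 0.70, permutation p = 0.048, 1 window beyond the limit), on chromosome 9 with a mean count of at least 500 (median 0.30), and on chromosome 8 in replicates 4 to 6 (143368876 to 144685846, median 0.45). In replicates 1 to 3 it was the window on chromosome 5, and 6 windows were below the limit there, the lowest on chromosome 8 (98371228 to 119855894, median -0.30).

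The lowered region on chromosome 8 was delimited after its values were seen, from 106270144 to 119673453 (GRCh38, 13.4 Mb). It held 20 genes with a mean count of at least 50, of which 18 were lower in UPF3B-KO and 15 were lower at an adjusted p under 0.01. The median log2 fold change was -0.67, which is 62.7% of the Ctrl level, and the median of the 25 genes on either side was -0.12 and -0.05. The median difference per library lay between -0.72 and -0.62 in the 6 UPF3B-KO libraries and between -0.06 and 0.05 in the 6 Ctrl libraries (exact two-sided permutation p = 0.00216, on a region chosen for its low values). The median was -0.70 in replicates 1 to 3 and -0.65 in replicates 4 to 6. None of the 20 genes was called downregulated at the 2-fold threshold. RAD21, EIF3E and EIF3H lie in this region. ENSG00000254339, in the same region, was called upregulated, with -0.04 in replicates 1 to 3 and 4.84 in replicates 4 to 6.

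**Figure D5:**
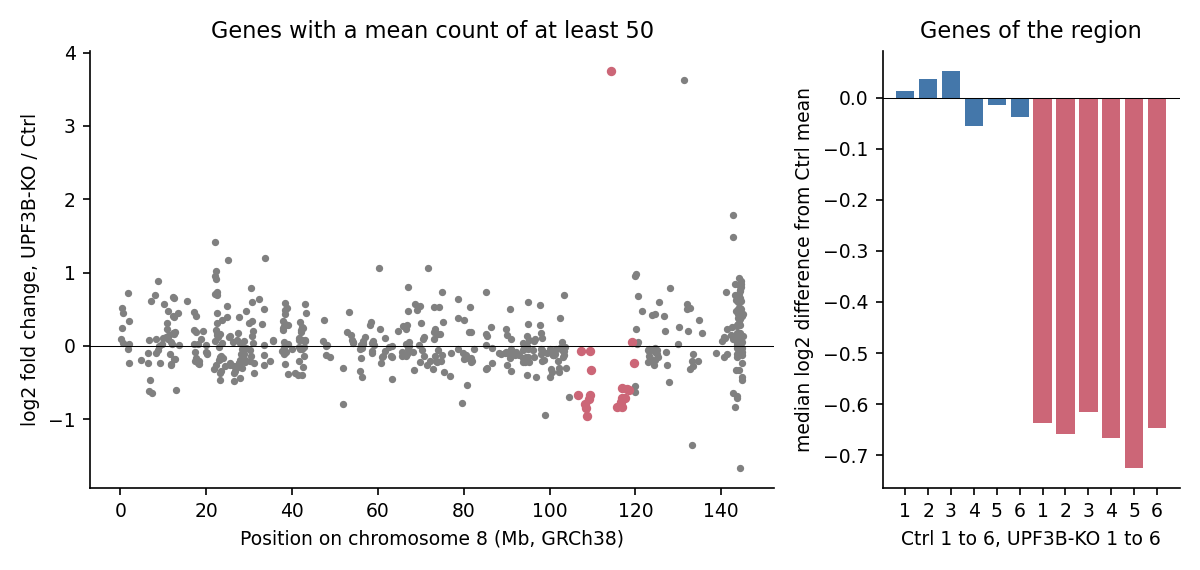
Left, log2 fold change of UPF3B-KO against Ctrl (y axis) of 537 genes with a mean count of at least 50 along chromosome 8 (x axis, Mb), with the 20 genes of the lowered region in red. Right, median log2 difference of these 20 genes from the Ctrl mean in each library (bars), between -0.72 and -0.62 in UPF3B-KO.

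The neighbourhood of UPF3A, within 25 expressed genes on each side on chromosome 13, was examined after the UPF3A increase was seen. From 110523066 to 114337626, 23 of 26 neighbours were higher in UPF3B-KO, with a median log2 fold change of 0.34. The neighbours' median per library was at least 0.21 in UPF3B-KO and at most 0.07 in Ctrl (exact two-sided permutation p = 0.00216).

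The change in expression was related to GC content. The median log2 fold change was 0.21 in the 10% of genes with the highest GC content and -0.06 in the 10% with the lowest. The slope of expression on GC content per library was higher on average in UPF3B-KO than in Ctrl (exact two-sided permutation p = 0.013), and was steepest in UPF3B-KO replicate 3. UPF3B-KO replicates 3 to 6 had slopes of 0.063 to 0.132 per 10 points, above all Ctrl libraries. Replicates 1 and 2 had 0.0189 and 0.0184, below Ctrl replicate 1 at 0.0367. With counts corrected for GC content, added after the data were seen, 347 genes were upregulated and 239 downregulated, a share of 59.2%.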

Values the study reported

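The study reported 317 upregulated and 132 downregulated genes in UPF3B-KO ESCs. It reported that 2 of 7 established NMD-target RNAs were upregulated in these cells.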

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

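All tests of explanations in this part were chosen only after the result was seen.

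Single libraries far from the other 5 of their group were searched for in 64 measures, 128 tests in all, by the gap to the nearest library over the range of the group. There were 12 such libraries, where chance gives about 6.4 at 1 in 20. Of the 12, 8 were UPF3B-KO replicate 3. Its 10 highest genes held 4.49% of counts, against 4.71 to 4.78% in the other UPF3B-KO libraries, and its mean distance to its own group was 47.8, against 41.5 to 43.6. Its CPM was 1298 for POU5F1 (others 1393 to 1423), 32.6 for UPF1 (others 17.5 to 21.6), 7.17 for MYH14 (others 4.30 to 5.03), 32.99 for CROCCP2 (others 22.3 to 23.9), 532.7 for EIF5 (others 509.2 to 517.5) and 211.1 for EIF3E (others 224.1 to 231.2). The other 4 were in Ctrl: 37.8 CPM for UPF3A in replicate 2, 0.872 CPM for MYH14 in replicate 1, 1.38 CPM for CGAS in replicate 6 and 6.53 CPM for SMIM24 in replicate 3. Since 6.4 are expected by chance, no explanation was sought for these 4.

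The distance of UPF3B-KO replicate 3 was weighed against library size and GC content. Its total of 68324066 counts lay within the range of the other libraries, which argues against library size. Its slope of expression on GC content was the steepest, at 0.132 per 10 points. Over genes with known GC content, its mean distance to UPF3B-KO replicates 1 and 2 was 45.25 and was still 43.16 after the GC trend was removed from each library, against 25.32 between replicates 1 and 2. This argues against GC content as the whole cause of the distance. Of the 6 genes outlying in CPM, 5 were outlying on normalized counts, and 2 of these 5 (POU5F1 and UPF1) were outlying after GC correction too. EIF5 was outlying in CPM and after GC correction, but not on normalized counts. For these genes, GC content cannot be told apart from other causes, because they were chosen for their values in this library. A difference in the state of the culture or in library preparation was not tested and stays open.

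The log2 fold change of UPF3B-KO against Ctrl differed between replicates 1 to 3 and replicates 4 to 6 in 361 genes by the interaction test. That test cannot tell whether such a difference depends on UPF3B. The difference in log2 fold change was -7.23 for CSRP1, -2.99 for RAB17, 5.27 for SCGB3A2, 5.03 for MT1X and 1.71 for LNCPRESS1. Within each set of 3 UPF3B-KO libraries the levels were close: SCGB3A2 was 1.17 to 1.67 CPM in replicates 1 to 3 and 39.2 to 40.6 CPM in replicates 4 to 6. After GC correction 354 genes were found, and 342 of them were shared with the 361, which argues against GC content. Of 40 ways drawn to split the libraries of each group into 3 and 3, the real one alone (1 of 40) gave as many genes. The 2 drawn splits that parted the UPF3B-KO libraries as the labels do, with Ctrl parted otherwise, gave 297 genes each, and the largest number among the rest was 30. The difference therefore lay in the UPF3B-KO libraries. The study describes 2 knockout clones with 3 replicates each, which is also the size of the 2 sets. A difference between clones is a candidate explanation, but the labels do not give the clone of each library, so this was not tested. A difference in batch between the 2 sets of UPF3B-KO libraries was not tested either.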

How the results depend on the processing

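The alternatives were fixed before the data were examined, except those named as added later, which include the set tests in each set of replicates. Of 292 combinations of a main result and an alternative, 254 kept their direction and their side of the threshold, or stayed within 1.5 times the count. UPF3B was lower in every alternative run, and 0 of 3 pluripotency genes passed the 2-fold threshold in each.

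The counts of called genes moved most. There were 19 upregulated and 18 downregulated genes (51.4% upregulated) in a test against a log2 fold change of 1, and 1343 and 582 (69.8%) at a 1.5-fold threshold. These follow from the thresholds. At an adjusted p of 0.05, 336 genes were downregulated. Among protein-coding genes, 212 were upregulated and 135 downregulated, because fewer genes were tested. Replicates 1 to 3 gave 145 and 104 (58.2%) and replicates 4 to 6 gave 650 and 337. GC-corrected counts, added later, gave a share of 59.2%. Leaving out 1 library gave 313 to 503 upregulated and 185 to 247 downregulated genes. With edgeR there were 310 and 156.

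In replicates 1 to 3, 1 established NMD target was upregulated, against 5 in replicates 4 to 6. With 3 libraries per group in both, the number of samples does not explain this difference. The spread was not the same, however. UPF3B-KO replicate 3 had a chi-square per degree of freedom of 56.5 and 45.1 to replicates 1 and 2. That value was 4.62 between replicates 1 and 2, and 3.17 to 4.98 among UPF3B-KO replicates 4 to 6. Of the 4 targets called in replicates 4 to 6 alone, DDIT3 (0.02 against 0.44), RP9P (0.42 against 0.72) and SMG5 (0.17 against 0.28) had smaller estimates in replicates 1 to 3. ATF4 did not (0.14 against 0.13), while its DESeq2 adjusted p was 0.0734 in replicates 1 to 3 and 0.000499 in replicates 4 to 6. Spread as well as size therefore entered the number of targets called. The cause was not tested. The share of genes that replicated between the sets of libraries was 73.5% with an adjusted p under 0.05 in the second set. Starting from replicates 4 to 6, it was 35.2% with that threshold and 9.05% with edgeR. With genes of under 20% shared sequence and windows of 25 genes, added later, the strongest window was the one on chromosome 8, at -0.63, in place of a raised window.

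Among the set tests, camera with an estimated correlation gave an adjusted p of 0.0905 for established targets and for small nucleolar RNA hosts. For SR factors, camera gave 0.244 with a preset and 0.496 with an estimated correlation, and fry gave 0.156 in replicates 1 to 3. The stress response set was lower in replicates 1 to 3 (0.00196) and higher in replicates 4 to 6 (0.000307), so its result over all libraries joins 2 opposite changes. That set also had the opposite direction under camera, with an adjusted p of 0.802 and 0.876, and without Ctrl replicate 1 or UPF3B-KO replicate 2, with an adjusted p from 0.484 to 0.948 across the 12 fits that each left out 1 library. Genes with an annotated NMD transcript had an adjusted p of 0.0265 in replicates 4 to 6 and ranged from 0.00767 to 0.147 across those fits, and it was under 0.05 without Ctrl replicate 1 or 4 or UPF3B-KO replicate 3, 4 or 5, the lowest being without UPF3B-KO replicate 3. The cause was not tested for these sets.

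Same-numbered libraries of the groups did not deviate together (correlations from -0.376 to 0.0495), so the numbers do not pair the samples. With the replicate number as a block, 281 genes were upregulated and 176 downregulated, and UPF3B changed by -1.22. The block gave an adjusted p of 0.0291 for genes with an annotated NMD transcript and a change of 0.00098 for GADD45B, and changed no other call of a main result.

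Of the single genes, GADD45B, MAGOH and RNPS1 changed sign, and their estimates over all libraries were near 0. GADD45B was 0.18 in replicates 4 to 6 and -0.099 to 0.053 when 1 library was left out. MAGOH was 0.0088 in replicates 1 to 3 and 0.014 after GC correction. RNPS1 was -0.0092 in replicates 1 to 3 and -0.023 after GC correction. Of the other combinations for single genes, 21 were weaker and 4 stronger, and 43 list genes were past the threshold in replicates 1 to 3, against 73 in all libraries. The cause was not tested.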

Other observations

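The tests in this part were chosen only after the results were seen, except the splits over all called genes and the test of a copy number difference for the windows of 50 genes.

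The number of downregulated genes here was 216. That is higher than the value quoted from the study above. The number of established NMD targets upregulated here was 4. That is also higher than the value quoted from the study above.

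The calls were compared with other splits of the 12 libraries into 6 and 6. Of 100 splits drawn from 462, the real one alone (1 of 100) gave as many called genes, as many upregulated genes, as many downregulated genes, as many established targets and as many factor genes. The next largest number of called genes was 119. For the set tests, the real split alone (1 of 100) gave as many sets past 0.05. Within replicates 1 to 3 and within replicates 4 to 6, the real split was also the 1 of 10 with as many genes, but 10 splits are too few to exclude a grouping by chance.

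More genes were upregulated than downregulated. The share was 59.2% after GC correction (exact 95% interval 55.1 to 63.2%) and 60.8% among genes with under 20% shared sequence (56.2 to 65.2%). Both values argue against GC content or shared reads as the whole cause, while each lowered the share. Of the NMD factor genes, 14 of 18 were upregulated after GC correction too, which argues against GC content for that list. Loss of NMD stays open as an explanation, and the counts per gene cannot show whether transcript decay changed.

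The lower level of UPF3B is larger than the loss of exon 2 alone would give. Between the expected cuts lie 3.47% of the exon bases of the gene, while the level fell by 1.22 on the log2 scale. Decay of the edited transcript is a possible explanation that was not tested.

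Neighbouring genes on chromosome 8 were lower in all 6 UPF3B-KO libraries. The median stayed at -0.61 after GC correction, which argues against GC content. No site with up to 4 mismatches to a guide lay in the region, and the nearest was 7.58 Mb away, which argues against a cut at such a site. A window of 25 genes chosen as the lowest in replicates 1 to 3 (chromosome 8, 103481266 to 119855894) had a median of -0.65 in replicates 4 to 6, with 22 of 25 genes lower. The Ctrl and UPF3B-KO libraries of the 2 sets are different libraries, so the window could have returned to 0. A lower copy number of this region in the UPF3B-KO cells, or a higher one in the Ctrl cells, is a candidate explanation. If expression follows copy number, loss of 1 of 2 copies in every cell would lower these genes 2-fold. None of the 20 genes was called downregulated at that threshold, and the UPF3B-KO libraries had medians between -0.72 and -0.62. These values argue against loss of 1 of 2 copies in every cell. The median of 62.7% of the Ctrl level may be near what loss of 1 of 3 copies would give, but copy number was not measured in these data. The karyotypes that the study describes in its methods were not used here. If the region differs in copy number, the changes of RAD21, EIF3E and EIF3H need not depend on UPF3B.

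The raised windows of 50 genes were related to GC content. Of the 126 windows above the limit, 34 were above it after GC correction too and 92 were not, while 8 others came above it, which gave 42 windows in all. The limit was lower after the correction, at 0.2467 against 0.2767. The windows named on chromosomes 5 and 15 kept medians of 0.365 and 0.284, above both limits, which argues against GC content as the whole cause for these 2 windows and for the set of raised windows. The window named on chromosome 9 fell from 0.342 to 0.179, below both limits, so GC content is a candidate explanation for it. In the window on chromosome 5, 25 of 50 genes share sequence with other genes, and no DNA was measured, so a difference in copy number cannot be told apart from other causes for the windows of 50 genes.

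The increase of UPF3A lay in a raised neighbourhood. Of 26 neighbours, 3 rose at least as much as UPF3A, and the median of the neighbours was 0.33 after GC correction, which argues against GC content. A shift of the whole neighbourhood is therefore a candidate explanation for part or all of the UPF3A increase, and an effect of UPF3B loss on UPF3A stays open.

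TAF9B was nearly absent from all 6 UPF3B-KO libraries. No site with up to 4 mismatches to a guide lay at the gene, and the nearest was 23.3 Mb away. The median log2 fold change of its 10 nearest expressed neighbours was -0.15, which argues against a shift of the whole neighbourhood. A change at the gene itself, present before the replicates were taken, stays open and was not tested.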
